A study of Homo sapiens with 5 samples.

How the data were processed

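The series holds 5 libraries of human cell line RNA, sequenced as cDNA on a nanopore PromethION flow cell. NCI-H1975 and HCC827 are established lung adenocarcinoma cell lines. Per the labels' protocols, RNA of each line carried sequins, which are synthetic spike-in transcripts supplied in defined mixes. Mix A was assigned to NCI-H1975 and mix B to HCC827. The 2 RNAs were then combined so that HCC827 made up 0, 25, 50, 75 or 100% of the mass, and each library is named by its NCI-H1975 to HCC827 ratio, from 100:0 to 0:100. Poly(A) RNA was turned into cDNA and amplified by PCR with barcodes, per the labels' protocols. Each ratio had 1 library. All libraries drew on a single RNA preparation per cell line, so scatter about a trend does not cover differences between cultures.

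The authors deposited 1 table per library with a transcript identifier without version, a transcript length and an estimated count of reads. The values were raw reads per transcript, with no scaling, as read from the deposited tables: each library had its own total and all but 2 values were whole. Those 2 values (48.995 and 158.005) stood in the 100:0 library and were rounded to whole reads. The aligner, counting tool, genome build and annotation release were not stated in the labels or the file headers. Of the identifiers, 161 were listed a second time. The first copies held 8436 reads and the second copies 8507, so the first copies took 49.8% (95% Wilson interval 49.0 to 50.5), and copies were summed. Reads were thus divided about evenly between identical copies, and how reads shared by similar transcripts were divided was not stated.

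After summing, there were 227751 human and 160 sequin transcripts. Human identifiers were paired with genes through the GENCODE v44 annotation of GRCh38, which may differ from the authors' release. Of them, 224076 matched, holding 98.6% of human reads, and 3675 did not. Unmatched transcripts entered transcript tests and library totals but no gene sum. All coordinates come from GENCODE v44 (GRCh38), 1-based. Library totals ran from 2932250 to 4058751 reads. No molecular identifiers were given, so PCR copies count as separate reads, and intervals and limits cover counting error only. A count of 0 was taken to allow up to 3 reads.

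Because no ratio was replicated, groups could not be tested against each other. The main test was the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3) of the slope of log2 expression on the HCC827 mass fraction over the 5 libraries. Scaling was by TMM, features needed at least 10 reads in at least 2 libraries, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The slope is the fitted log2 change from the 100:0 to the 0:100 library, and its standard error is the slope divided by the square root of its F statistic. A mixture is linear in expression and curved in its logarithm, so the slope understates the ratio of genes nearly absent from 1 line. The test compares the 2 RNA preparations. Isoform usage was tested with diffSpliceDGE of edgeR on the same covariate, with Simes p-values per gene.

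The HCC827 share of reads in each mixed library was the maximum-likelihood weight of a multinomial mixture of the 2 pure profiles, over genes with at least 50 reads in the pure libraries together and a pseudocount of 0.5. Its SD came from 1000 bootstrap resamples of genes, which does not cover error between libraries. The planned estimate from 2 sequin profiles could not be made, because the 0:100 library had no sequin reads. In its place, the sequin share of each mixed library was divided by that of the 100:0 library, a choice made after the data were seen. The sequin trend was likewise fitted over the 4 libraries that had sequin reads.

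The main genes named in the text were fixed by rule before the data were examined. They are the 4 genes in each direction with the largest ratio between the pure libraries, among those past the threshold and running in order over the 5 libraries. A library with fewer than 3 reads was set to 3 for that ratio. A fixed list of 12 receptor, epithelial and mesenchymal genes and the 4 genes with the smallest adjusted p-value for isoform usage were added. Metallothioneins other than MT1E, genes that overlap or lie near a main gene, and genes that mark windows were named outside these rules. The ratio rule and the list were applied to gene sums. A gene chosen by the ratio rule is not reported here. The 4th of the isoform genes, TPGS2, had the same adjusted p-value as CHPF and MRPL43 and was taken for its smaller Simes p-value. The ratio rule also covered sequins, of which none passed the threshold.

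The slope test was tested on simulated data with 200 of 13492 genes changed as linear mixtures at a dispersion of 0.01. It recovered 142 of them with 12 false calls, which were 7.79% of its calls, above the 5% that the threshold aims at. A single run was made, so that share is itself uncertain. The simulated changes were smaller than the ratios of the genes named by the ratio rule. Far fewer genes changed than were called in the data, so these rates may not carry over. The mixing estimate was off by at most 0.583 percentage points over 9 simulated mixtures. Those were drawn with counting error alone, so this value does not cover scatter between libraries. For isoform usage, the 2 most abundant transcripts were exchanged in 200 of 7455 simulated genes. The test recovered 31 of the 53 in which those transcripts were at least 2-fold apart, with 0 false calls among unchanged genes. DESeq2 1.42.0, limma 3.58.1 (voom and fitmixture), other scalings and filters, a 2 against 2 comparison and leaving out each library were run as alternatives. From limma's fitmixture only the estimate and the residual SD were used. Its standard error and a moderated t-test were added here, from the fitted curve and the residual SD moderated across genes. Scaling by sequin reads was planned and could not be run.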

Results

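Messenger RNA of 2 established human lines derived from lung adenocarcinoma, NCI-H1975 and HCC827, was measured by long-read cDNA sequencing in a mixture series of 5 libraries. HCC827 made up 0, 25, 50, 75 or 100% of the RNA mass, with 1 library each, and libraries are named by the ratio of NCI-H1975 to HCC827, from 100:0 to 0:100. A series of this kind has known intermediate points, and it asks whether read counts follow the mixing ratio and which genes and transcripts separate the 2 RNAs. In the order given, the libraries held 2932250, 4058751, 3879301, 3076856 and 3092629 assigned reads. Human transcripts with at least 10 reads numbered 28558, 32118, 30578, 26243 and 25222, and genes with at least 10 reads numbered 12804, 13471, 13161, 12342 and 11862. Library size did not run with the mixing ratio.

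Other library properties did run with it. Mitochondrial transcripts took 5.64% of reads in the 100:0 library and 8.85% in the 0:100 library, with the mixed libraries in order between them at 7.05%, 7.99% and 8.39%. The read-weighted mean length of the assigned transcripts was 2581 bases in the 100:0 library, then 2469, 2363 and 2272, and 2180 bases in the 0:100 library. Both trends had p = 0.0167 in a two-sided exact permutation test over all 120 orders of the 5 libraries, the smallest value this design allows.

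Sequin reads were compared because each RNA was labelled as carrying a sequin mix. The 100:0 library had 5475 sequin reads, or 0.187% of its reads (95% Wilson interval 0.182 to 0.192). The share was 0.115% (0.112 to 0.119) at 75:25, 0.0730% (0.0703 to 0.0757) at 50:50 and 0.0412% (0.0390 to 0.0436) at 25:75. The library labelled as HCC827 with mix B had 0 sequin reads among 3092629. That count allows a share of up to 9.70e-05%, at least 1925-fold lower than in the 100:0 library. The slope along the series was -0.179 percentage points from 0 to 100% HCC827, with p = 0.0167 (exact permutation test, two-sided, 120 orders). It was -0.189 when the 10 human transcripts with most reads were left out of the total.

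The composition of the sequin reads was then compared over the 4 libraries that had them. Of 47 sequin transcripts tested, 0 had an adjusted p-value under 0.05 (edgeR quasi-likelihood slope), and 1 had an unadjusted p under 0.05. Over the 43 sequins with at least 50 reads, counts scattered more than sampling alone gives, with a chi-square of 178 on 126 degrees of freedom (p = 0.0016 from simulated tables). When sequins were scaled together with human genes over all 5 libraries, 46 of the 47 had an adjusted p-value under 0.05 (edgeR quasi-likelihood slope), and slopes of the 47 ran from -4.49 to -1.92.

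The mixing ratio was estimated from the reads of human genes, using the profiles of the 2 pure libraries as components. Over 10019 genes, HCC827 gave 32.7% ± 0.654 (SD of 1000 bootstrap resamples of genes) of the 75:25 library, 55.4% ± 0.753 of the 50:50 library and 78.2% ± 0.630 of the 25:75 library. These shares lay 7.68, 5.42 and 3.16 percentage points above the mass share, each larger than the bootstrap SD, although error between libraries could not be measured. The alternative that moved the 75:25 estimate most, the median position of genes at least 4-fold apart, gave 34.9%. Genes with at least 500 reads moved the other two most, to 57.7% and 80.1%. The loss of sequin reads relative to the 100:0 library gave 38.3% ± 1.23 (SE from counts), 60.9% ± 0.905 and 77.9% ± 0.688. It exceeded the estimate from human genes by 5.59 and 5.51 percentage points at 75:25 and 50:50, beyond the counting error, and differed by -0.246 at 25:75, within it.

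**Figure D1:**
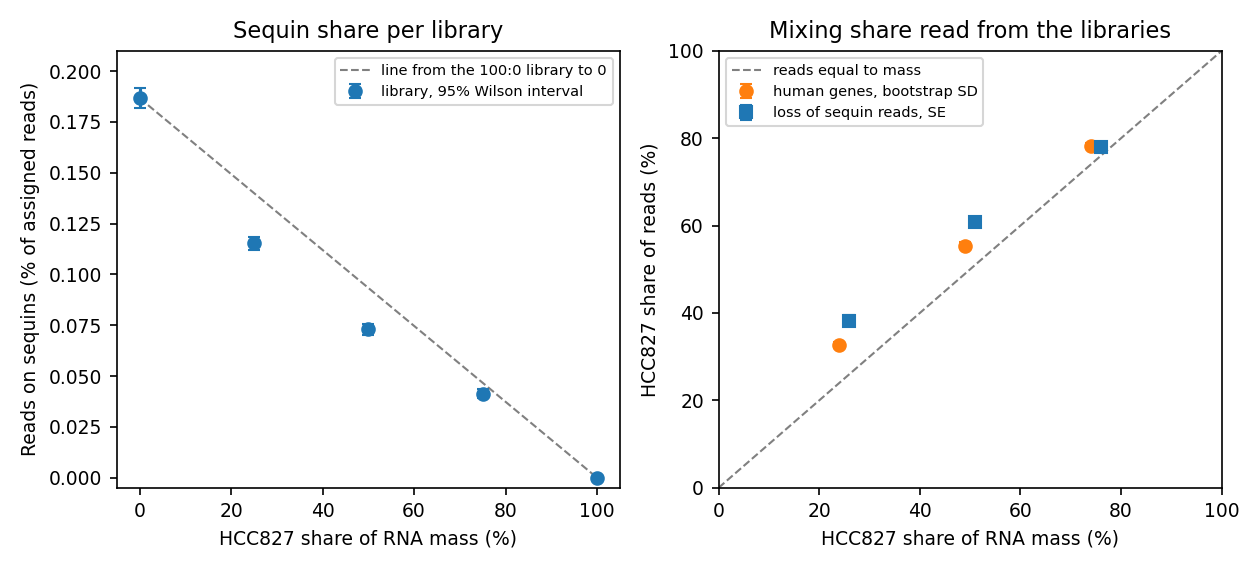
Left, sequin reads as a percentage of assigned reads against the HCC827 share of RNA mass, with 95% Wilson intervals and a line from the 100:0 library to 0; the share falls from 0.187% to 0 reads in the 0:100 library. Right, the HCC827 share of reads in the 3 mixed libraries from human genes (circles, bootstrap SD) and from the loss of sequin reads (squares, SE), offset sideways for clarity; all 6 points lie above the dashed line where reads equal mass.

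The 2 pure libraries were compared without a test, since each was a single library. Of the 13492 genes tested along the series, 13488 had more than 3 reads in at least 1 of them, and 1477 differed by at least 4-fold after TMM scaling. HCC827 was higher for 670 and lower for 807. For 696 of the 1477, 1 library had 3 reads or fewer and was taken at 3, so the ratio depends on that floor. It covers the counting error of that library only where its count was 0. With the floor set at 10 reads, 746 genes differed by at least 4-fold, and the split turned to 397 higher and 349 lower. The median log2 ratio of all genes was -0.027 under TMM and -0.45 when libraries were scaled by their totals alone, which changed the split to 443 higher and 1275 lower. Directions below are relative to TMM scaling.

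The inner libraries tested whether these differences followed the series. Of the 1477 genes, 953 (64.5%) had values that ran in order over all 5 libraries, and 88.4% had all 3 inner libraries between the ends. Among the 5 other orders of the inner libraries, the highest share in order was 10.8%. The share rose to 78.8% among genes with at least 100 reads in total and fell to 54.0% when the ratio had only to reach 2-fold. At transcript level, 1692 of 3046 transcripts (55.5%) with a ratio of at least 4-fold ran in order.

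Along the whole series, 6172 of 13492 genes (45.7%) had a slope with an adjusted p-value under 0.05 (edgeR quasi-likelihood test, Benjamini-Hochberg). Of these, 3166 rose with the HCC827 fraction and 3006 fell, and 3645 had a fitted change of at least 2-fold. The biological coefficient of variation about the trend was 9.11%. It covers variation between libraries of the same 2 RNAs and the departure of a mixture from a straight line on the log scale, which were not separated. Scaling by library totals gave 6922 calls, of which 26.0% rose, against 51.3% under TMM. The 2 against 2 comparison moved the count most, to 2291. Without the 0:100 library, 4068 genes passed. At transcript level 10660 of 31758 transcripts passed, 5544 rising and 5116 falling. Without the 100:0 library 6626 transcripts passed and without the 0:100 library 6287.

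Among genes past the threshold and in order along the series, the largest rise between the pure libraries was that of LCN2 (ENSG00000148346.12, chromosome 9, 128149071 to 128153453, plus strand), with 5 reads in the 100:0 library and 3835 in the 0:100 library. Its TMM-scaled CPM values were 1.49, 360, 652, 1019 and 1447 along the series, and its slope was 4.73 ± 1.16 (SE, edgeR quasi-likelihood test, adjusted p = 0.00506). SFTA2 (chromosome 6, 30931353 to 30955636) had 2 reads in the 100:0 library and 1151 in the 0:100 library, so it was at least 484-fold higher in the latter. PRODH (chromosome 22, 18912777 to 18936553) was 483-fold higher and PDZK1IP1 (chromosome 1, 47183582 to 47191044) 318-fold higher, each resting on 5 or fewer reads in the 100:0 library. PRODH overlaps DGCR6 on the opposite strand, and whether counting used the strand was not stated. LCN2, SFTA2 and PRODH did not pass the threshold under DESeq2's Wald test, and all 4 failed it in the 2 against 2 comparison.

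In the other direction, MT1E (ENSG00000169715.15, chromosome 16, 56625475 to 56627112, plus strand) had 3026 reads in the 100:0 library and 4 in the 0:100 library. Its CPM values were 905, 649, 483, 256 and 1.51, with a slope of -4.28 ± 1.03 (SE, edgeR quasi-likelihood test, adjusted p = 0.00445). It belongs to the metallothionein family, whose similar members can share reads, so its values are uncertain. Of that family, MT2A had 10350 reads in the 100:0 library and 5991 in the 0:100 library, MT1X had 615 and 338, and MT1F had 66 and 62. MT1A had 39 and 80 reads, and MT1M had 31 and 0. MMP14 (chromosome 14, 22836560 to 22849041) had 1161 reads in the 100:0 library and 0 in the 0:100 library, at least 307-fold lower. DHRS2 (chromosome 14, 23630115 to 23645639) was 125-fold lower, with 26 reads in the 0:100 library. MT1E and MMP14 did not pass under DESeq2's Wald test, and MT1E, MMP14 and DHRS2 also failed in the 2 against 2 comparison.

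Of the fixed list of 12 genes, 11 had an adjusted p-value under 0.05 over all genes tested, and 11 when adjusted over the list alone; 9 rose and 2 fell. EGFR (ENSG00000146648.21, chromosome 7, 55019017 to 55211628, plus strand) rose from 94.2 to 974 CPM, with a slope of 2.96 ± 0.38 (SE, edgeR quasi-likelihood test, adjusted p = 4.95e-05). CDKN2A rose by a slope of 3.36 ± 0.38, and it overlaps CDKN2B-AS1 on the opposite strand, which had 671 reads. KRT19 and KRT7 had slopes of 1.58 ± 0.11 and 1.28 ± 0.10, with 11186 and 12918 reads in the 0:100 library. NKX2-1 rose from 41.9 to 111 CPM and ERBB3 from 33.2 to 78.1 CPM. NKX2-1 overlaps SFTA3, which had 115 reads. CDH1, MET and ERBB2 had slopes of 0.63, 0.61 and 0.53. Those 3 did not pass when libraries were scaled by totals alone. ERBB2 also lost its call under DESeq2's Wald test, without the 25:75 library and without the 0:100 library, with slopes of 0.54, 0.46 and 0.55. CDH1 lost its call without the 100:0 library, with a slope of 0.40. ERBB2 overlaps MIEN1 and PGAP3 on the opposite strand, with 1142 and 253 reads against 1040 of its own. In the 2 against 2 comparison, ERBB2, ERBB3, MET, CDH1 and VIM did not pass. These losses are for adjustment over all genes tested. Adjusted over the list alone, 11 genes passed in that comparison, under DESeq2's Wald test and in each fit that left out 1 library, and 9 under library totals. VIM fell from 1144 to 49.0 CPM, with a slope of -3.62 ± 0.59 (SE, edgeR quasi-likelihood test, adjusted p = 2.98e-04). AXL fell with a slope of -2.39, from 69 to 9 reads. EPCAM did not change detectably, with a slope of 0.024 ± 0.11 (SE, edgeR quasi-likelihood test, adjusted p = 0.883). Under scaling by library totals its slope was -0.39 and passed the threshold, where the median slope of all genes was -0.45.

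**Figure D2:**
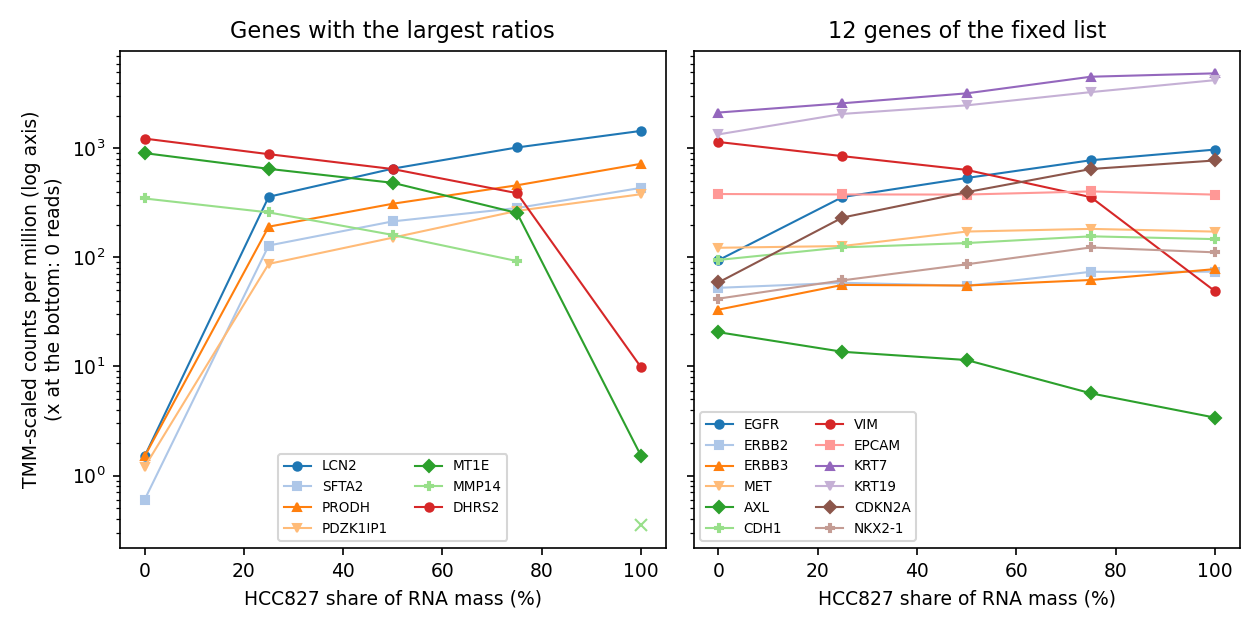
TMM-scaled CPM on a log axis against the HCC827 share of RNA mass, 1 point per library. Left, the genes named above for the largest ratios between the pure libraries among those past the threshold and in order; right, the 12 genes of the fixed list; a cross at the bottom marks the 0 reads of MMP14 in the 0:100 library. For the genes on the left, the steepest step is the one to the pure library that has few or no reads of the gene.

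Isoform usage was tested for 7455 genes with at least 2 tested transcripts. Usage changed along the series in 30 genes at an adjusted p-value under 0.05 (edgeR diffSpliceDGE, Simes), and 288 genes had an unadjusted p under 0.05. Of the 30, 9 had no detected slope at gene level. The 2 transcripts with most reads were close to even in many genes: their median ratio over the 7455 genes was 1.27, and 72.5% of genes had a ratio under 2. How reads that match several transcripts were assigned was not stated, so transcript shares are uncertain where isoforms are similar. The gene-level F test called 66 genes. The calls depended on single libraries: fits that each left out 1 library called 4 genes without the 100:0 library, 8 without 75:25, 20 without 50:50, 8 without 25:75 and 7 without 0:100. Of the 30, 2 genes, RNASEK and AGAP3, were called in all 5 of those fits.

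The smallest adjusted p-value was that of RNASEK (chromosome 17, 7012417 to 7014532). The protein-coding transcript RNASEK-207 took 22.1% of the reads on its 4 tested transcripts in the 100:0 library, then 14.1%, 9.11%, 5.58% and 3.51% in the 0:100 library (edgeR diffSpliceDGE, adjusted p = 3.46e-06). The gene had 512 such reads in the 100:0 library and 1026 in the 0:100 library. It overlaps the readthrough gene RNASEK-C17orf49 on the same strand, which held 4367 reads, against 4525 of RNASEK, so the division of reads between them is uncertain. AGAP3 (chromosome 7, 151085831 to 151144436) moved away from AGAP3-201, which went from 28.8% to 4.74% of reads, at 191 and 232 reads in the pure libraries (edgeR diffSpliceDGE, adjusted p = 5.26e-05). In RAC1 (chromosome 7, 6374527 to 6403967), the retained-intron transcript RAC1-205 went from 3.86% to 0.819%. It was called in 4 of the 5 fits that left out a library. In TPGS2 (chromosome 18, 36777647 to 36829216), TPGS2-210 went from 35.8% to 9.82% of 176 and 224 reads, and the gene was called in 3 of those 5 fits. TPGS2 overlaps FHOD3 on the opposite strand, which had 238 reads.

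**Figure D3:**
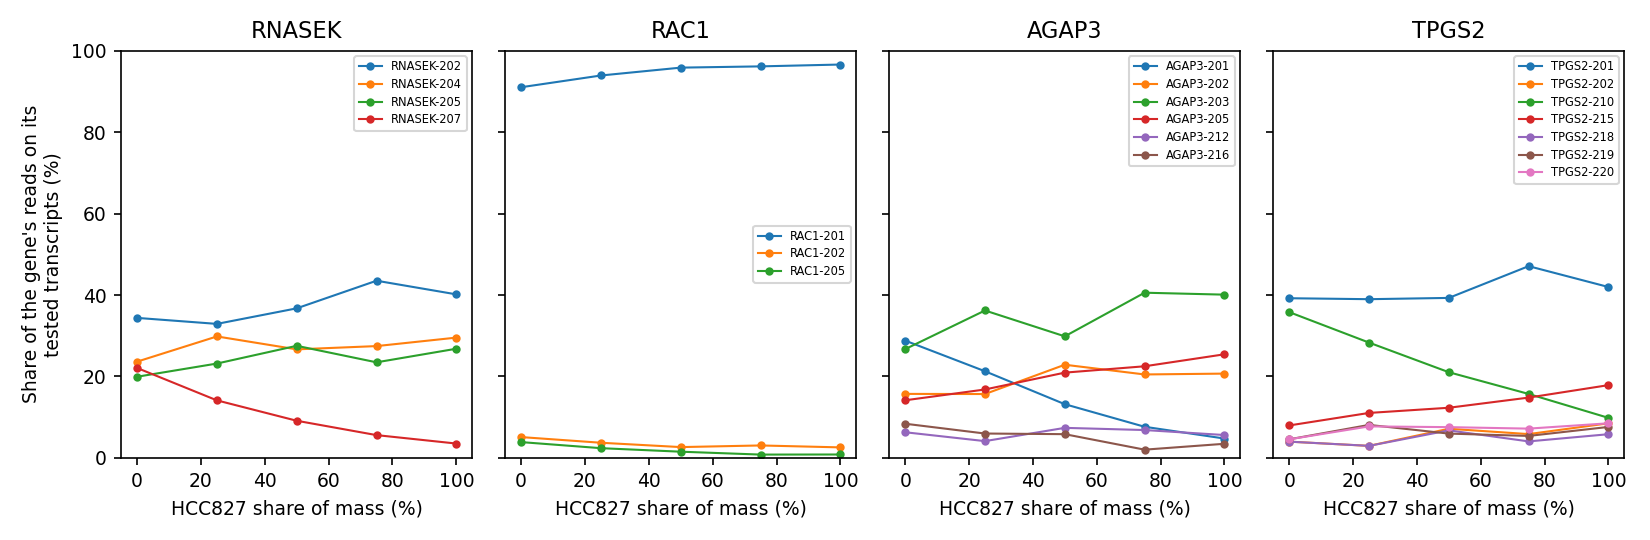
Share of a gene's reads on each of its tested transcripts (%) against the HCC827 share of RNA mass, 1 point per library, for the 4 genes with the smallest adjusted p-value for isoform usage. RNASEK-207, AGAP3-201 and TPGS2-210 fall in each step of the series.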

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

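The numbers of genes and transcripts called along the series stayed within 1.5 times the reported 6172 and 10660 under DESeq2 size factors, library totals, both filters, limma-voom, fitmixture, the fraction estimated from the reads and removal of the length trend. The last of these was chosen after the data were seen. Among genes called both in the main test and in an alternative, 1 changed sign, under removal of the length trend. Shared calls ranged from 37.1% of the 6172 genes (2 against 2) to 99.8% (fitmixture). Library totals kept 77.9% of them and moved the share that rose from 51.3% to 26.0%, because the median slope moved from -0.035 to -0.45. In the simulation, fitmixture with the t-test added here made 32 false calls against 12 for the main test. Its 7429 genes are therefore less well controlled, which may come from the added test.

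The cases that follow include those in which counts moved by more than 1.5 times. The 2 against 2 comparison gave 2291 genes, 4382 transcripts and 6 genes of the fixed list, or 11 of the list when adjusted over the list alone. It used 4 libraries and treated unequal mixes as alike. DESeq2's Wald test gave 6072 transcripts; the cause was not tested. Fits that each left out 1 of the 5 libraries gave from 4068 to 5859 genes, from 6287 to 10171 transcripts, from 10 to 11 genes of the fixed list (10 without 100:0, 25:75 or 0:100) and from 4 to 20 genes for isoform usage. The lowest gene and transcript counts came without the 0:100 library, an end of the series, and the lowest isoform count came without the 100:0 library. Of these fits, the gene count moved by more than 1.5 times only without 0:100, and the transcript count only without 100:0 or 0:100. The isoform count moved that far in all but the fit without 50:50, and the fixed list in none. The gene-level F test gave 66 genes for isoform usage. The sequin trend changed from 0 to 46 sequins when fitted together with human genes over all 5 libraries. That fit changed both the scaling and the set of libraries, and which of them moved the count was not tested. With sequins alone, the counts stayed from 0 to 0 over the fits that left out 1 library, with 0 to 3 sequins at an unadjusted p under 0.05.

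A floor of 10 reads gave 746 genes at least 4-fold apart between the pure libraries, 397 higher and 349 lower in HCC827, since higher floors shrink every ratio bounded by them. The share of genes in order was 54.0% at 2-fold and 78.8% with at least 100 reads. The HCC827 share of reads in the 75:25, 50:50 and 25:75 libraries was 34.4%, 57.7% and 80.1% over genes with at least 500 reads. It was 31.8%, 54.3% and 77.5% without the 10 genes with most reads, and 31.4%, 53.9% and 77.4% without mitochondrial genes, which like the use of transcripts was chosen after the data were seen. The median position of genes at least 4-fold apart gave 34.9% and 56.9% for the first 2, and transcripts in place of genes gave 33.3% for the first. The cause of these shifts was not tested. In every setting run, all 3 shares lay above the mass share.

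EPCAM, which had no detected slope, reversed sign under library totals (-0.39), without the read filter (-0.0043), with 10 reads in every library (-0.031), with the length trend removed (-0.088) and without the 25:75 library (-0.013). Its slopes ran from -0.013 to 0.092 over the 5 fits that each left out 1 library. The 20 genes chosen by the ratio rule or the fixed list gave 292 values over the 15 alternatives. Of these, 262 kept their direction and side of the threshold, 25 kept their direction but no longer passed the threshold, and 5 reversed. Of the 25, 13 came from the 2 against 2 comparison, 6 from DESeq2's Wald test and 3 from leaving out 1 library. DESeq2's test called 81.9% of the 199 genes at least 16-fold apart with at least 100 reads, and 94.5% of the 705 genes 4-fold to 16-fold apart.

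Scaling by sequin reads and the mixture of 2 sequin profiles were not run, because the 0:100 library has no sequin reads. No paired analysis was possible because each ratio has a single library and the labels give no replicate numbers that could pair libraries. At the depth of 2932250 to 4058751 reads per library, the 4 named isoform changes rest on 11 to 113 reads of the transcript that fell in each pure library.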

Other observations

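The tests on other orders, on abundant short transcripts and isoform length, and on neighbouring genes were set before their results were seen. Those on sequins, length bias of single libraries, the excess of HCC827 reads, low counts in the 0:100 library and curvature were chosen after the result was seen.

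The count of genes with a slope was compared with that under other assignments of the 5 mass fractions to the libraries. Of the 60 distinct orders, 1, the real one, gave as many genes as 6172. The next highest gave 2458, with the 75:25 and 50:50 libraries exchanged, and 56 orders gave fewer than 100.

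The 0:100 library had 0 sequin reads although its label names mix B. If mix B had been in the HCC827 RNA at the share seen in the 100:0 library and had been lost from the 0:100 library alone, the 25:75 library would hold 4.58 times the sequin reads of its NCI-H1975 part. It held 1.01 times. The 75:25 and 50:50 libraries held 0.917 and 0.876 times, where 1.49 and 2.24 would be due, which argues against that explanation. Solving each mixed library for the sequin share of its HCC827-derived reads gave 0.000587% ± 0.00223 (SE) at 25:75, -0.0319% ± 0.00822 at 75:25 and -0.0186% ± 0.00408 at 50:50. None lies above 0 beyond its SE, which is consistent with no countable sequins in the HCC827 RNA. The negative values exceed the counting error, so the human and sequin estimates of the mixing share disagree there. Why sequins are missing, whether the spike-in was left out or was lost from that RNA before mixing, stays open. As a result, the series holds no comparison of mix A with mix B.

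The HCC827 share of reads lay above its mass share in all 3 mixed libraries. The odds of HCC827 reads over the odds of HCC827 mass were 1.46 ± 0.0433, 1.24 ± 0.0379 and 1.19 ± 0.0440 (bootstrap SD) from 75:25 to 25:75, and 1.86, 1.56 and 1.18 from the loss of sequin reads. A fixed difference in reads per mass between the RNAs would give equal values. The first was 1.22 ± 0.0579 times the last, and 1.58 times from sequins, but each ratio has 1 library, so a fixed difference cannot be told apart from one plus mixing or pipetting error. A difference in usable poly(A) RNA between the cell lines was not tested.

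Mean transcript length fell by 15.5% from the 100:0 to the 0:100 library. Without mitochondrial transcripts and the 100 transcripts with most reads it still fell by 12.8%, so a few abundant short transcripts were not the whole cause. Truncated HCC827 RNA counted on shorter isoforms would lower the isoform length within genes. Of 3492 genes with at least 100 reads in each pure library, 44.7% were lower in the 0:100 library, against 48.9% to 51.2% in 20 simulations with equal usage, which is the opposite direction. Changes between genes gave 102% of the fall. Length bias that arose in single libraries would leave the mixed libraries off the mixture of the 2 ends. Against a fall of 401 bases, they lay within 11.2, 17.0 and 7.81 bases of that mixture at the mass shares. At the shares from sequins, they lay within 42.0, 26.8 and 3.87 bases of it, at most 10.5% of the fall, so such bias was not the whole cause. All lengths here are those listed for the transcripts, not those of the reads. The read-weighted mean length of sequin transcripts was 1249 ± 8.73 (SE), 1261 ± 8.98, 1296 ± 12.6 and 1223 ± 17.8 bases from the 100:0 to the 25:75 library, and did not run in order. That of human transcripts weighted to the same lengths was 1214, 1202, 1192 and 1184 bases. At 50:50 the sequins were longer than at 100:0, by more than the SE, where the human transcripts were shorter. Some difference between libraries in sequin length thus stays unexplained. Loss of long RNA in the HCC827 preparation before reverse transcription, or a cell line difference in gene usage, may both remain. The isoform part of this comparison also depends on how reads were assigned among similar transcripts, which was not stated.

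The absence of sequins limits barcode cross-talk. The other 4 libraries held 14252 sequin reads, so 0 reads in the 0:100 library allows at most 0.0210% of their reads to have leaked into it. The 62 genes that were at least 16-fold lower in that library, with at least 100 reads in the 100:0 library, had 423 reads there against 71493 in the other 4. That is 28.1 times what the limit allows. Barcode cross-talk is therefore too small to be the whole source of those reads. Low expression in HCC827 and reads assigned to the wrong gene stay open and were not tested.

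Neighbouring genes changed together. Over 13452 genes ordered by position in GENCODE v44 (GRCh38), the slopes of adjacent, non-overlapping genes had a rank correlation of 0.242, against at most 0.0292 in 2000 shuffled orders. Genes are not independent replicates, and the shuffles test arrangement alone. With the length trend removed it was 0.232, which argues against that trend as the cause. Between genes 10 places apart it was 0.183, beyond the reach of most tandem paralogs and overlaps, so shared reads are not the whole cause. Windows of 25 genes were started at successive genes, so adjacent windows share nearly all their genes. Of 12900 such windows, 141 had a median slope above every value in a separate set of 200 shuffles and 104 had one below. These counts are not numbers of separate regions. The windows named here were chosen after their values were seen. They were ranked in each direction among windows that share no gene with one already taken. The highest lay on chromosome 19, from 40740856 to 42242625 (ACTMAP to GSK3A), with a median slope of 1.83 under TMM scaling and 23 of 25 genes rising. AXL, which fell, lies in this window. The next lay on chromosome 1, from 43978943 to 45694436 (B4GALT2 to TMEM69), with 1.67 and 24 of 25. The 3 lowest lay on chromosome 19 and held mostly zinc finger genes, among them 51688346 to 52735073 with a median of -1.99 and 24 of 25 falling. For those 3 windows reads shared within the family stay open. Around EGFR, SEC61G, LANCL2 and VOPP1 had slopes of 3.44, 3.28 and 3.13, near that of EGFR itself at 2.96. The other tested genes within 1 Mb of EGFR had lower slopes, from -1.44 for FKBP9P1 to 1.77 for CHCHD2, with PSPH at 0.29 and ZNF713 at 1.22. Copy-number differences between the cell lines are a candidate explanation for such runs, as is shared regulation. Neither can be tested from expression alone.

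Curvature of a linear mixture on the log scale might have hidden genes with large ratios from the slope test. Fitmixture fits, on log2 values, the curve that a linear mixture follows there in place of a straight line. Of 199 genes at least 16-fold apart with at least 100 reads, the slope test called 199, and fitmixture added 0. Of 2429 genes from 2-fold to 4-fold apart it added 172, but it also made more false calls on simulated data. The median adjusted p-value of the 199 genes was 2.98e-04 for the slope (edgeR quasi-likelihood test) and 3.27e-15 for fitmixture (moderated t-test added here). With every gene of the first group called by both, the test could not show whether curvature weakens the adjusted p-values of the largest ratios.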
